A study of Homo sapiens with 10 samples. Its data were reported in "Reduced LACTB expression in myeloid cells is associated with elevated succinylcarnitine and reduced Alzheimer’s disease risk" (2026).

How the data were processed

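Bulk RNA-seq of polyadenylated RNA was available for 10 THP1 macrophage libraries, 5 SCR and 5 LACTB KD. Per the labels, THP1 monocytes were differentiated with 25 ng/ml phorbol ester over 72 hours and exposed to 40 nM siRNA for 6 days. Groups and differentiation letters were taken from the sample titles.

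The authors checked reads with FastQC, trimmed them with Cutadapt and aligned them to hg38 with STAR. The tool that assigned reads to genes, its use of strand and the annotation release were not stated. The deposited values are estimated counts per gene, not scaled for depth: between 11.6% and 12.3% of the values in a library carried decimals, which arises when fragments shared between transcripts or genes are apportioned. Genes with close copies, such as ribosomal protein genes with many pseudogenes, and genes that overlap others are therefore less certain. Estimated counts were rounded to whole numbers before any count model, although the design fixed before the data were examined had assumed raw counts. Every row named a gene. Library totals ran from 27487077 to 32520436.

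Gene identifiers were compared with GENCODE release 44 on hg38; 62666 of 63187 matched once version suffixes were dropped. Positions, transcript lengths and GC shares came from that annotation, using the canonical transcript of each gene. A length was found for 15936 of the 16009 tested genes (99.5%).

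Genes were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3), which requires a count of about 10 in the smaller group and a total of at least 15. TMM factors were used. The test was edgeR's quasi-likelihood F-test (robust, two-sided) with the differentiation as a fixed block and genotype as the tested term, and p-values were adjusted by Benjamini-Hochberg over all genes tested. The standard error of a log2 fold change was derived from the F statistic. The study used a linear mixed model for bulk RNA-seq, and names batch among the covariates that it added where appropriate. The terms of the bulk model are not given in its text, and a fixed block was used here. CPM values, counts per 1e6 assigned fragments, were computed with TMM factors, and list means on log2 CPM with a prior count of 2.

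Pairing came from the labels, which give the SCR and LACTB KD libraries of a letter the same differentiation and batch. It was checked from the counts. Deviations from the group means correlated within each pair, at 0.569 in a, 0.358 in b, 0.594 in c, 0.4 in d and 0.591 in e, against a median of -0.176 between libraries of different letters. The highest correlation between libraries of different letters was 0.313, close to that within b. Deviations from a group mean cancel within the group, so positive correlations within pairs push those between letters down. All libraries of a group differed beyond sampling noise, with a smallest chi-square per degree of freedom of 35.2.

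A total of 16 gene lists with 805 distinct symbols were written by hand before the data were examined, because the gene set collection the study used was not used here. Those for type I interferon, TNF and NF-kB, nuclear oxidative phosphorylation, endoplasmic reticulum targeting, DNA replication and mitosis follow pathways that the study's enrichment named. The study found those pathways in THP1 libraries of this same experiment, so calls of these lists are not independent evidence. All 807 entries matched a symbol in the table, and 2 symbols occurred in more than 1 list. Enrichment was computed with fgsea 1.28.0 on the signed z of the fit, with adjustment over the 16 lists. Limma 3.58.1 supplied camera and fry. Of the genes that the study named, 5 were in the TNF and NF-kB response list, 4 in the macrophage marker list, 2 in the carnitine and succinyl-CoA list, and 1 each in the DNA replication, cholesterol efflux, nuclear oxidative phosphorylation and type I interferon lists.

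Genes named in the text were set by a rule fixed before the data were examined: LACTB, the genes named by the study, the largest and smallest changes among genes past the adjusted threshold, and up to 3 members of each list past its threshold. In the edgeR fit described above, no gene apart from LACTB passed the adjusted threshold. Some genes that the rule admits are not reported here.

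Scripts were tested on simulated data with the real means, library sizes and dispersions and 200 changed genes. At a log2 fold change of 1, edgeR called 174 of 200 changed genes (87%) and 15 unchanged genes among 15719 genes run. At 0.5 it called 106 of 200 and 7 unchanged genes among 15730 genes run. A list of 60 genes changed by 0.3 was recovered with a score of 3.50, and 7 of 100 random lists had an unadjusted p under 0.05, among 15699 genes run. Genes were drawn independently in these simulations. The random lists therefore do not show how often a list of genes that vary together passes by chance. A length trend placed in one library gave a Spearman correlation of -0.428 across 11280 genes, and -0.0014 once it was taken out.

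Alternatives fixed before the data were examined were a fit without the block, limma-voom with a random block, DESeq2 1.42.0, RLE factors, no factors, no filter, a minimum mean of 1 CPM, leaving out each differentiation in turn, camera with a correlation of 0.01 or an estimated one, fry, ranking by log2 fold change and leaving out shared list members. A correction for transcript length and GC share, by splines with 4 degrees of freedom fitted per library on 11171 genes, was added after the data were seen. Figures were drawn with matplotlib 3.10.9.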

Results

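RNA from 10 libraries of THP1 macrophages was examined, 5 treated with scrambled siRNA (SCR) and 5 with siRNA against LACTB (LACTB KD). THP1 is a human monocytic leukaemia cell line whose cells become macrophage-like under phorbol ester. LACTB encodes a mitochondrial serine protease-like enzyme. Each letter from a to e named one macrophage differentiation that gave one SCR and one LACTB KD library, so the 10 libraries formed 5 pairs. The libraries held between 27487077 and 32520436 estimated fragments assigned to genes. LACTB KD library b was the smallest and LACTB KD library e the largest. The library label of SCR b marked it as a resubmission. Of 63187 genes in the table, 24478 had no count in any library and 16009 had enough counts to be tested.

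The first comparison asked whether the siRNA lowered its target. LACTB (ENSG00000103642.12) lies on chromosome 15 from 63121833 to 63142061, plus strand, in hg38. It was measured at 79.3 ± 20.8 CPM (counts scaled to library depth; SD, n = 5) in SCR and 11.6 ± 8.34 CPM (SD, n = 5) in LACTB KD macrophages. The log2 fold change was -2.95 with a standard error of 0.19. Its adjusted p in edgeR's quasi-likelihood test, which took the differentiation as a block, was 0.00503. LACTB was lower in 5 of 5 pairs. The LACTB KD level was 23.9% of the SCR level in differentiation a, 9.64% in b, 11.3% in c, 10.1% in d and 12.8% in e. The mean share left was 13.5% ± 5.89 (SD, n = 5). An exact two-sided permutation test over all divisions of the 10 libraries into 5 and 5 gave p = 0.00794. With sign flips of the 5 pairs the exact p was 0.0625, the smallest that 5 pairs allow. The alternative that moved the call most was a fit without differentiation c, in which LACTB had a log2 fold change of -2.89 and an adjusted p of 0.406 by the same edgeR test.

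**Figure D1:**
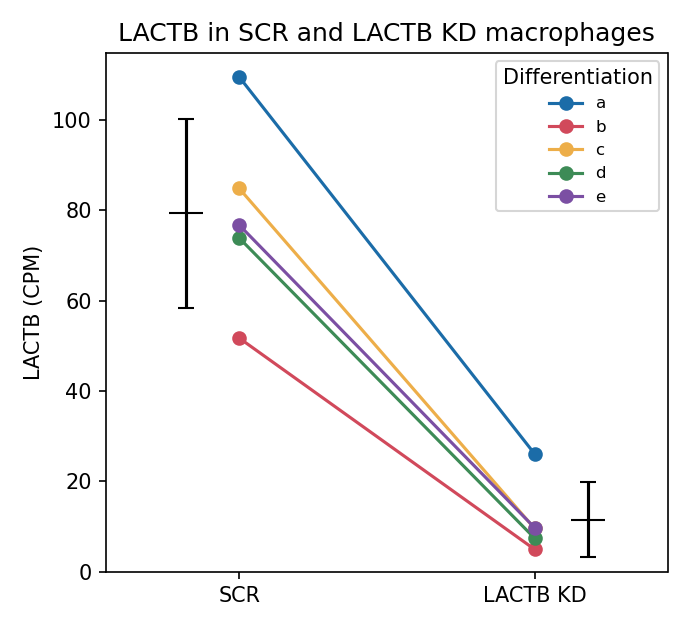
LACTB in CPM (vertical axis) for SCR and LACTB KD macrophages, with 1 line per differentiation; black bars are the mean ± SD of 5 libraries. All 5 lines fall, from 51.7 to 109 CPM in SCR to 4.99 to 26.1 CPM in LACTB KD.

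The second comparison asked which other transcripts differed between LACTB KD and SCR macrophages. At an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg over 16009 genes), 0 genes were higher and 1 gene, LACTB, was lower. The smallest adjusted p of any other gene was 0.353. At an unadjusted p under 0.05 there were 889 genes, 347 higher and 542 lower, or 5.55% of the genes tested. If the p-values were exact and no gene changed, 800 genes would be expected. With the labels exchanged within some of the pairs, 242 to 1897 genes passed, with a median of 523. At the cutoffs that the study used, an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, 19 genes were higher and 20 lower. These 39 genes had few counts. Their median expression was 0.503 CPM, against 16.2 CPM for all tested genes, and 32 of them had a mean under 1 CPM. The filter on low counts moved these numbers most. With no filter 117 genes were higher and 164 lower, and with a minimum mean of 1 CPM 3 were higher and 4 lower.

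Genes that the study named as markers, cytokine-responsive genes or genes related to LACTB were then read from the same fit. Of 21 such genes, 19 were tested. HLA-DQA1 and IL6 had too few counts, with 8 and 7 counts over all libraries, and a difference in either was not detectable at this depth. Log2 fold changes ran from -0.54 for P2RY12 to 0.28 for IL1B. Several moved when 1 differentiation was left out: without b that of IL1B was 0.038, that of CX3CR1 -0.0018 (-0.26 with all pairs) and that of CDKN2C -0.097 (-0.25 with all pairs). Without c that of P2RY12 was -0.32 and that of TGFBR1 -0.11. An unadjusted p under 0.05 was found for 2 genes, TGFBR1 (log2 fold change -0.20, SE 0.087, lower in 4 of 5 pairs) and MCM2 (-0.18, SE 0.082, lower in 4 of 5 pairs). Across the 19 genes, 0 passed a threshold of 0.05 when adjusted over all genes, where the smallest adjusted p was 0.861, and 0 passed when adjusted over the list alone, where the smallest was 0.323. The study chose some of these genes from these libraries, so the latter count is not independent evidence. Among the macrophage markers, CSF1R stood at 1762 ± 140 CPM (SD, n = 5) in SCR and 1774 ± 54.9 CPM (SD, n = 5) in LACTB KD. CX3CR1 stood at 26.7 ± 20.9 CPM (SD, n = 5) in SCR and 19.7 ± 6.90 CPM (SD, n = 5) in LACTB KD. APH1B, which lies on chromosome 15 from 63276018 to 63309126, downstream of LACTB on the same strand, had a log2 fold change of -0.03 (SE 0.10). For LACTB2, a relative of LACTB on chromosome 8, the change was -0.0047 (SE 0.083).

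The third comparison asked whether groups of functionally related genes shifted together. Across 16 gene lists, preranked enrichment on the signed z of the fit placed 6 lists higher and 4 lower at an adjusted p under 0.05. The enrichment p-values treat genes as independent. When the labels were exchanged within some of the pairs, 5 to 12 of the 16 lists passed the same threshold. With a split and its mirror image taken as one, 5 of these 15 splits kept one direction of LACTB KD against SCR in 4 of 5 pairs and had 8 to 12 lists past the threshold. The other 10 kept it in 3 of 5 pairs and had 5 to 10. Under fry, and under camera with a correlation estimated for each list, 0 lists were higher and 0 lower at an adjusted p under 0.05; at an unadjusted p under 0.05 both tests had the mitosis list (0.0131 and 0.0233) and the DNA replication list (0.0235 and 0.0349). Camera with its preset correlation kept 9 of the 10 calls and lost the list of lysosome and vacuolar ATPase genes. For a single list, the exact two-sided sign-flip test over 5 pairs cannot give a p below 0.0625.

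**Figure D2:**
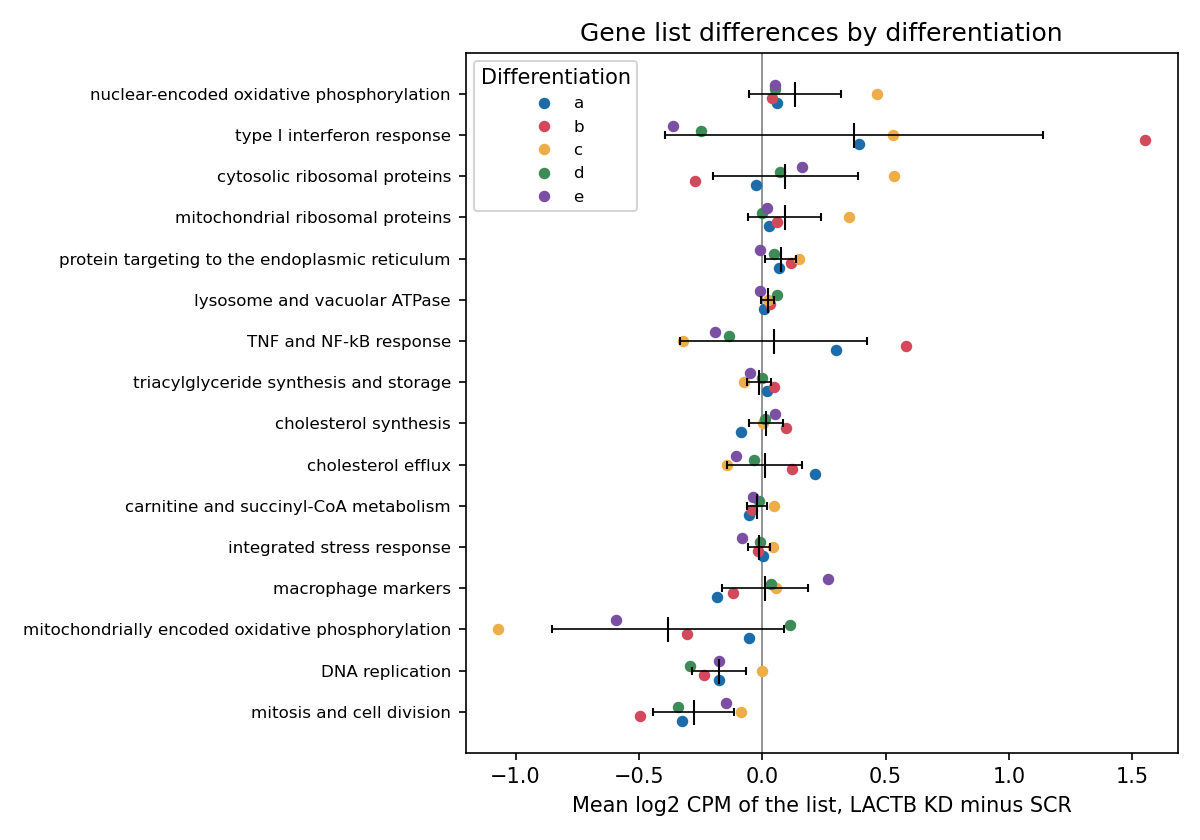
Difference in mean log2 CPM between LACTB KD and SCR (horizontal axis) for each of 16 gene lists (vertical axis), with 1 point per differentiation and black bars for the mean ± SD of 5 pairs. The mitosis and DNA replication lists lie below 0 in all 5 pairs, and the points of the type I interferon list run from -0.36 to 1.55.

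The proliferation lists had the most negative scores. For mitosis and cell division, 89 of 89 genes had a negative log2 fold change, and the normalized enrichment score was -3.71 (adjusted p 5.22e-45 in preranked enrichment). Mean expression of the list changed by -0.28 ± 0.16 log2 units (SD, n = 5) and was lower in 5 of 5 pairs, by 0.08 log2 units in c at the least and 0.49 in b at the most. The exact sign-flip p was 0.0625. Members with the smallest p were CENPF (ENSG00000117724.15, chromosome 1, 214603185 to 214664574; log2 fold change -0.47, SE 0.076), ASPM (ENSG00000066279.19, chromosome 1, 197084121 to 197146694; -0.59, SE 0.097) and TOP2A (ENSG00000131747.15, chromosome 17, 40388525 to 40417896; -0.45, SE 0.087), each lower in 5 of 5 pairs. None of these genes passed the threshold after adjustment over all genes, with edgeR adjusted p-values of 0.353, 0.353 and 0.458. DESeq2 put all 3 past it, at adjusted p-values of 0.000917, 0.000917 and 0.0132. For DNA replication, 64 of 69 genes had a negative fold change and the score was -3.32 (adjusted p 4.87e-26 in preranked enrichment). The mean change was -0.18 ± 0.11 log2 units (SD, n = 5), with 5 of 5 pairs lower, although in c the change was only -0.0029. POLA1 had a log2 fold change of -0.35 (SE 0.080) and BLM one of -0.40 (SE 0.094).

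Nuclear genes of oxidative phosphorylation were higher as a list, with 76 of 78 genes at a positive log2 fold change and a score of 3.31 (adjusted p 1.21e-22 in preranked enrichment). The mean change was 0.13 ± 0.19 log2 units (SD, n = 5), a mean smaller than its spread, and 5 of 5 pairs were higher. Differentiation c changed by 0.46, and the others by 0.06 in a, 0.04 in b, 0.05 in d and 0.05 in e. Without c the mean was 0.05 ± 0.0098 (SD, n = 4). Members with the smallest p were NDUFC2 (log2 fold change 0.21, SE 0.073), UQCR11 (0.27, SE 0.098; 0.15 without c) and COX5B (0.20, SE 0.074). The 13 genes encoded by mitochondrial DNA went the other way, with 13 of 13 at a negative fold change, a score of -2.31 (adjusted p 1.60e-06 in preranked enrichment) and a mean change of -0.38 ± 0.47 log2 units (SD, n = 5). Their change was -1.07 in c, -0.59 in e, -0.30 in b, -0.05 in a and 0.11 in d. Cytosolic ribosomal proteins had a score of 2.78, but 3 of 5 pairs were higher and 2 lower, and the score without c was -1.04. Mitochondrial ribosomal proteins had a score of 2.70, which fell to 1.17, no longer past the threshold, without c.

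**Figure D3:**
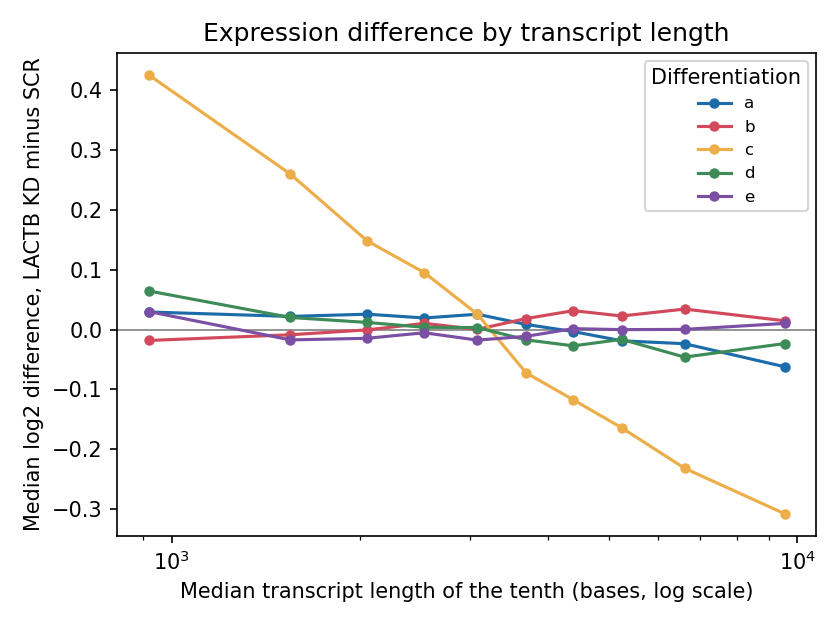
Median log2 difference between LACTB KD and SCR (vertical axis) in 10 equal groups of 11171 genes ordered by transcript length (horizontal axis, bases, log scale), with 1 line per differentiation. The line of differentiation c falls from 0.43 in the group of shortest transcripts to -0.31 in the longest, and the other 4 lines stay between -0.06 and 0.06.

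Expression differences fell with transcript length most steeply in differentiation c. Across 11171 genes, which are not independent replicates, Spearman's correlation of the LACTB KD minus SCR difference with transcript length was -0.576 in c, against -0.15 in a, 0.0523 in b, -0.131 in d and 0.00368 in e. Correlation with GC share was 0.486 in c and 0.446 in d, and -0.291 in b. The nuclear oxidative phosphorylation list had a median transcript length of 831 bases and the mitosis list one of 2983. In a fit that took out length and GC trends together with the differentiation block, an alternative chosen after the data were seen, the score of the nuclear oxidative phosphorylation list was 2.64, that of the mitosis list -3.86 and that of the DNA replication list -3.39, all still past the threshold. The mean change of the nuclear oxidative phosphorylation list was 0.066 ± 0.097 log2 units (SD, n = 5) after this correction, against 0.13 before it. The score of the cytosolic ribosomal list was 1.02 and no longer past the threshold. The list of lysosome and vacuolar ATPase genes lost its call as well, also with a score of 1.02.

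The type I interferon response list had a score of 2.98 (adjusted p 8.13e-15 in preranked enrichment), and all 56 tested genes had a positive log2 fold change. Pairs disagreed. The list changed by 1.55 log2 units in b, 0.53 in c and 0.39 in a, and by -0.25 in d and -0.36 in e, with a mean of 0.37 ± 0.77 (SD, n = 5). Without b the mean was 0.08 ± 0.45 (SD, n = 4). TRIM25 (log2 fold change 0.23, SE 0.081; 0.15 without b), DHX58 (0.35, SE 0.13) and UBE2L6 (0.35, SE 0.14; 0.22 without c) had the smallest p among its members. The TNF and NF-kB response list had a score of 1.21 and did not pass the threshold (adjusted p 0.243 in preranked enrichment); 2 of 5 pairs were higher and 3 lower, and its score was 2.19 without c and -1.35 without b.

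Protein targeting to the endoplasmic reticulum had a score of 2.29 (adjusted p 1.60e-06 in preranked enrichment) and a mean change of 0.08 ± 0.06 log2 units (SD, n = 5), higher in 4 of 5 pairs. Lysosome and vacuolar ATPase genes had a score of 1.51 (adjusted p 0.0293) and a mean change of 0.02 ± 0.03 log2 units (SD, n = 5), and the list was no longer past the threshold in 4 of the 5 fits that each left out one differentiation. Macrophage markers had a score of -1.54 (adjusted p 0.0468), while their mean change was 0.01 ± 0.17 log2 units (SD, n = 5) and 3 of 5 pairs were higher. The remaining lists did not pass the threshold. Their scores were 1.02 for triacylglyceride synthesis and storage, 0.739 for cholesterol synthesis, -0.577 for cholesterol efflux, -0.663 for carnitine and succinyl-CoA metabolism and -0.849 for the integrated stress response.

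**Figure D4:**
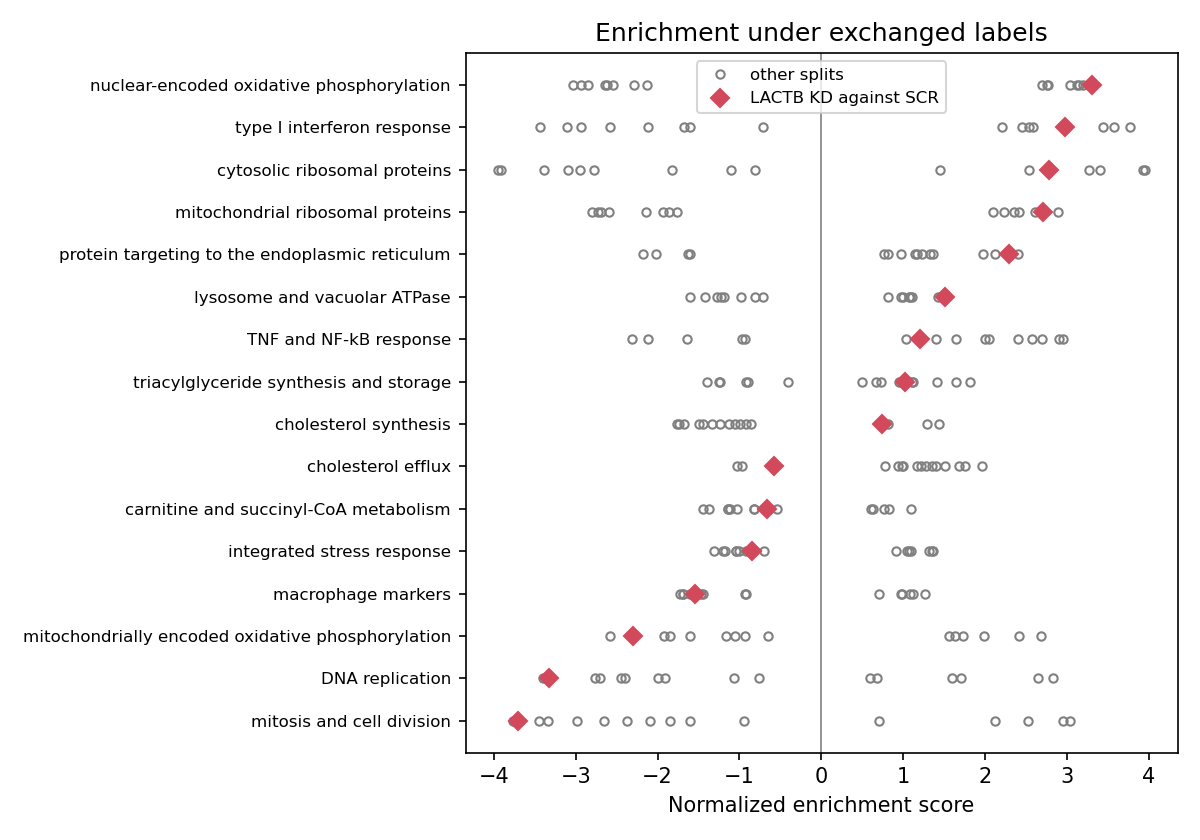
Normalized enrichment score (horizontal axis) of each of 16 gene lists (vertical axis) for LACTB KD against SCR (red diamonds) and for 15 other ways of exchanging the labels within pairs (grey circles). For most lists the circles reach as far from 0 as the diamond, as for the mitosis list, where they run from -3.77 to 3.03.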

Values the study reported

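For LACTB KD THP1 macrophages, the study reported 82 upregulated genes and 66 downregulated genes at an absolute logFC above 1 and an unadjusted p under 0.05, with n = 4. The legend of the pathway analysis of LACTB KD THP1 macrophages gives n = 5 independent differentiations.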

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

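Values of single libraries or pairs were compared within each group of 5 by Dixon's ratio, the gap of the most extreme value to its neighbour over the whole range. Of 97 groups of values, 12 stood apart, where chance gives about 5; many of the 97 share genes and are not independent. The test of LACTB scaling was chosen only after its result was seen. The other tests were written down before they were run, though after the values that stood apart, and the length trend of differentiation c, had been seen. The rule for reading the comparison with a pair's other library was made stricter after its values were seen. The rule first written asked only whether the other library was the highest of its group, and by it CX3CR1 and CCL4 would have argued against a property of one library alone.

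Differentiation c stood apart most often. Its nuclear oxidative phosphorylation list had a mean of 6.45 log2 CPM in LACTB KD, against 5.79 to 5.86 in the other 4 libraries, and 5.98 in SCR, against 5.75 to 5.81. The pair's difference of 0.46 was likewise far from the other 4 pairs, which lay between 0.04 and 0.06. Length and GC trends were taken out of each library to test whether they made these values. They did not remove the separation: Dixon's ratio was 0.895 in LACTB KD, 0.904 in SCR and 0.891 for the pair difference. The corrected difference in c was still 0.24, against 0.01 to 0.04 in the other pairs. A length or GC trend is thus argued against as the whole cause, although the correction took away about as much of the difference as it left. A difference in cell state within differentiation c, or another property of its preparation, stays open and was not tested.

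Mitochondrial ribosomal proteins gave a mixed picture. Their mean of 5.20 log2 CPM in LACTB KD c stood apart from 4.69 to 4.75 in the other libraries and still did after correction (ratio 0.870). The pair difference of 0.35 in c no longer stood apart by the ratio after correction (ratio 0.703). At 0.16 it was still above the other pairs, which lay between -0.01 and 0.04. The list's enrichment score after correction was 1.86, still past the threshold. For the difference between LACTB KD and SCR, a length or GC trend may therefore account for part of the distance of c. For protein targeting to the endoplasmic reticulum, the LACTB KD c mean of 6.51 log2 CPM no longer stood apart by the ratio once trends were taken out (ratio 0.608), though at 6.46 it was still above the others at 6.28 to 6.35. SLC25A11, at 56.2 CPM in LACTB KD c, came to 40.8 after correction, still the highest but close to the others at 34.5 to 38.9 (ratio 0.305). A length or GC trend may therefore lie behind much of the distance of these values.

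LACTB itself was highest among LACTB KD libraries in differentiation a, at 26.1 CPM, and 23.9% of the SCR level was left there, against 9.64% to 12.8% in the other pairs. With library totals alone in place of scaling factors 23.7% was left, so scaling does not account for it. A weaker knockdown in that differentiation, or SCR RNA in that library, stays open; neither was tested. The mitosis list nevertheless fell by 0.32 log2 units in a, more than in c or e.

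SCR b, the library marked as a resubmission, had the highest CX3CR1 of its group at 63.5 CPM, against 12.8 to 22.1 in the others, and the highest CDKN2C at 205 CPM, against 86.5 to 110. If these were traits of differentiation b as a whole, LACTB KD b would stand apart too. It had 27.1 CPM of CX3CR1, the highest of its group but close to the others at 12.2 to 26.8, and 114 CPM of CDKN2C, against 71.6 to 119. With 1 resubmitted library, a property of that library and a state of those SCR cells cannot be told apart. For CCL4, LACTB KD a had 29.1 CPM, against 2.38 to 7.69 in the others. SCR a, at 23.1 CPM against 3.49 to 12.7, was also the highest of its group but did not stand apart by the same ratio, so a property of LACTB KD a alone and a state of differentiation a cannot be told apart.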

How the results depend on the processing

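LACTB was lower under every alternative run, with log2 fold changes from -3.19 to -2.85 across the 5 fits that each left out one differentiation. Its adjusted p was above 0.05 without c (0.406) and without e (0.0568), without the replicate block (log2 fold change -2.77, adjusted p 0.341) and with the replicate block plus length and GC correction (-2.94, adjusted p 0.243). Across the other alternatives it ran up to 0.0388. Fits of the same size without a (5.20e-07) and without d (0.00739) kept the call. The cause was not tested. LACTB had the smallest p in each fit except the one without c, where it ranked 10.

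Genes lower at an adjusted p under 0.05 numbered 0 without the replicate block, 0 with length and GC correction, 13 in DESeq2 and 72 with no filter. Genes higher numbered 1 in DESeq2 and 25 with no filter, and the other alternatives gave 0. Unadjusted, 94 genes had a p under 0.05 without the block and 955 with the correction. Across the fits without one differentiation, 0 to 1 genes were lower. Of the 97 genes called with no filter, 83 were also kept by the default filter, so the added calls are mostly not low-count genes; the cause was not tested. DESeq2 gave no adjusted p for 6518 genes, and 6 of its 14 genes were in the mitosis or DNA replication list.

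At the study's cutoffs, the numbers higher and lower were 6 and 7 without the replicate block, 36 and 33 in limma-voom with a random block, 117 and 164 with no filter, and 3 and 4 with a minimum mean of 1 CPM. Across the fits without one differentiation they ran from 25 to 35 higher and from 24 to 34 lower. The 2 filter settings differ by construction in the number of low-count genes tested; for the others the cause was not tested. Of the 69 genes in limma-voom, 36 were among the 39 of the edgeR fit, and of the 55 without c, 21 were. Among the genes named by the study, 1 passed when adjusted over the list alone with no filter (CDKN2C, 0.0497), and 0 under the other alternatives.

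Every gene list lost its call under fry and under camera with an estimated correlation, which gave 0 lists higher and 0 lower. Adjusted p-values under fry and under that camera setting were 0.188 and 0.280 for mitosis, 0.188 and 0.280 for DNA replication, 0.406 and 0.418 for nuclear oxidative phosphorylation, 0.351 and 0.363 for endoplasmic reticulum targeting, and 0.443 and 0.378 for type I interferon. Both tests allow for correlation between genes by construction. Otherwise these 5 lists kept direction and call, mitosis from -3.94 to -3.40 and nuclear oxidative phosphorylation from 2.32 to 3.31 across the fits without one differentiation. The TNF and NF-kB response list passed with no filter (1.56), and across the fits without one differentiation its score ran from -1.35 to 2.19: it was negative without a or b and passed without c, d or e. The cause was not tested.

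Several scores changed sign, among them those of cytosolic ribosomal proteins and macrophage markers, which were past the threshold with all pairs. Without the replicate block, cholesterol efflux had 0.457 and triacylglyceride synthesis -0.769; the latter had -0.887 in limma-voom and -0.852 with no factors. Ranking by log2 fold change gave cholesterol efflux 0.504, macrophage markers 0.931 and triacylglyceride synthesis -0.568. Directions also changed for cholesterol efflux, the integrated stress response and triacylglyceride synthesis in camera with its preset correlation (adjusted p 0.905 for each), camera with an estimated correlation (0.932 for each) and fry (0.954, 0.943 and 0.943). Across the fits without one differentiation, scores ran from -1.13 to 1.01 for cholesterol efflux, -0.674 to 1.23 for cholesterol synthesis, -1.04 to 3.63 for cytosolic ribosomal proteins, -1.22 to 0.867 for the integrated stress response and -0.962 to 1.23 for triacylglyceride synthesis. The cause was not tested. Leaving out shared members changed no call.

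Some single genes changed sign: CCL4 had 0.027 without the replicate block, CSF1R -0.0051 with no factors and APH1B 0.015 with length and GC correction. Across the fits without one differentiation, log2 fold changes ran from -0.017 to 0.055 for CSF1R, -0.17 to 0.0045 for TNF, -0.071 to 0.30 for CCL3, -0.27 to 0.076 for CCL4, -0.014 to 0.19 for ABCA7, -0.027 to 0.052 for LACTB2, -0.078 to 0.073 for APH1B, -0.0061 to 0.13 for SLC25A11 and -0.027 to 0.074 for SDHA. Without a change of sign they ran from 0.038 to 0.43 for IL1B, -0.40 to -0.0018 for CX3CR1, -0.34 to -0.097 for CDKN2C, -0.78 to -0.32 for P2RY12 and -0.26 to -0.11 for TGFBR1. The cause was not tested. Among the remaining results for single genes and for lists outside the design's comparisons, 26 were weaker and 8 stronger. The replicate block changed no call other than those given here and the calls of the lysosome list (1.27) and the macrophage marker list (-1.19), which were lost without it.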

Other observations

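Tests of transcript length on whole lists, of single differentiations and of low counts were chosen after the results were seen, as was the division of the splits by pairs kept; the counts of exchanged labels were not.

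The number of genes at the study's cutoffs here was 19 higher and 20 lower. Both are lower than the values quoted from the study above. Low counts are a candidate explanation for much of what passes these cutoffs: the median of the 39 genes was 0.503 CPM, and the number grew when the low-count filter was removed. The number of pairs moves the count as well: fits with 4 pairs gave 55 to 64 genes, against 39 with 5. So does the model. Limma-voom with a random block, which is nearer to the study's linear mixed model, gave 69 genes with all 5 pairs and the same filter. Which libraries, filter and model terms lie behind the quoted values is not known here, so the source of the difference was not settled.

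The labels were exchanged within pairs in every way that parts all 5 pairs, which makes 16 splits with the real one and cannot give a share below 0.0625. Other splits of the 10 libraries, 110 in number, keep both libraries of some pairs in one group and were not compared. Of the 16 splits, 3 gave at least 1 gene at an adjusted p under 0.05, 4 gave at least 889 genes at an unadjusted p under 0.05, with up to 1897, 3 gave at least 39 genes at the study's cutoffs, and 4 gave at least 10 lists past the threshold. The other 15 splits had a median of 8 lists past it. A score as large in size was reached in 2 of the 16 splits for mitosis, 2 for DNA replication, 2 for endoplasmic reticulum targeting, 6 for type I interferon and 1, the real split itself, for nuclear oxidative phosphorylation. For mitosis and for DNA replication the other split as large exchanged only c, the pair with the smallest change, so it kept the direction in 4 of 5 pairs. In the 10 splits that kept it in 3 of 5 pairs the largest sizes were 3.34 and 2.83. With 16 splits, chance and an effect of LACTB cannot be told apart for these counts and scores. The preranked p-values of the lists are nevertheless far smaller than these splits bear out: the mitosis list passed its threshold in 8 of these 10 splits and the nuclear oxidative phosphorylation list in 10.

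Lower expression of mitosis and DNA replication genes may reflect fewer dividing cells under LACTB KD. The study measured cell division by EdU labelling and reported significantly less of it in LACTB KD than in SCR THP1 macrophages. That fewer dividing cells lie behind the expression change in these libraries is a hypothesis. It has the following RNA results behind it. A length or GC trend is argued against, since the scores were -3.86 and -3.39 after correction. The mitosis list was then still lower in 5 of 5 pairs. The DNA replication list was lower in 4 of 5, with c at 0.022 and a mean change of -0.17 ± 0.12 log2 units (SD, n = 5). That one differentiation carries the mitosis change is argued against too, since the mean of the other 4 pairs stayed beyond their SD each time a pair was left out, most narrowly without d (-0.26 ± 0.18, SD, n = 4). Of the 542 genes lower at an unadjusted p under 0.05, 89 were among the 158 tested genes of the 2 lists. What stays open is chance, as 16 splits are too few to exclude it. Differentiation c, with 11.3% of LACTB left, had the smallest change.

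For the type I interferon list, differentiation b had the largest rise, and without it the mean change was 0.078 ± 0.45 (SD, n = 4). This test does not single out b, because the mean lay inside the SD with all 5 pairs (0.37 ± 0.77, SD, n = 5) and whichever pair was left out. Whether one differentiation carries the rise or the pairs merely vary cannot be told apart with 5 pairs. In SCR b, the resubmitted library, the list mean was 4.72 log2 CPM, and in LACTB KD b it was 6.28. The enrichment score without b was still 2.37 and past its threshold, which shows how little spread between pairs enters that score.

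For nuclear oxidative phosphorylation, leaving out c alone or taking out length and GC trends alone did not remove the change. The mean change without c was 0.050, beyond the SD of 0.0098 of the other 4 pairs, though c itself had 0.46. The score after length and GC correction was 2.64 and past its threshold. That excludes little, as the list passed it, in one direction or the other, in all 15 other label exchanges. The correction took away about as much of the change as it left, in c and outside it. The mean of all 5 pairs was 0.066 ± 0.097 (SD, n = 5) after it, against 0.13 before. The 4 pairs other than c had 0.013 to 0.037, against 0.038 to 0.061. Length or GC may therefore account for part of the change, and together with c for most of it. Cytosolic ribosomal proteins, whose score fell to 1.02 after the same correction, may owe theirs to transcript length or GC share, which were taken out together. A score as large in size was also reached in 10 of the 16 splits, so variation between pairs stays open as well. In differentiation c nuclear genes of oxidative phosphorylation rose by 0.46 log2 units while genes encoded by mitochondrial DNA changed by -1.07, and after correction the changes were 0.24 and -1.30. That opposition within one pair was not tested further.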
